A study of Caenorhabditis elegans with 48 samples. Its data were reported in "Dynamics of miRNA accumulation during C. elegans larval development" (2024).

How the data were processed

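Small RNA libraries of whole Caenorhabditis elegans larvae were analysed in 2 groups of 24 libraries: wild type (WT) and lin-28(0), a CRISPR deletion of the lin-28 locus, both in a strain that also carries a luciferase reporter. Per the study's methods, synchronised larvae of both strains were grown with food in liquid culture at 25°C and sampled hourly. Per the labels, cultures held 1000 animals per mL. The libraries of 0 to 23 h are analysed here, with 1 library per genotype and hour. The sampling hour and the genotype of each library were taken from the labels. Each genotype was a single culture, so neighbouring hours are not independent cultures. Every p-value given here, apart from tests that compare strands, measures the spread between hours of a single culture per genotype.

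The deposited table holds raw counts per mature miRNA strand. According to the study's methods, the authors trimmed adapters with QuasR, aligned reads with Bowtie to the ce10 genome while allowing up to 100 hits per read, and counted reads in the orientation of the strand whose 5′ ends lay within 3 bases of the annotated 5′ end of a miRBase strand. The Bowtie version is not given in the sources used here. Per the study's methods, 3 sequencing reactions with a pair of library kits were run for these hours. Which of them entered the counts of each library is not stated. Strands with the same 5′ sequence in several loci, such as miR-44-3p and miR-45-3p, share reads that this counting can split, and their separate values are uncertain. Genomic positions were not analysed here, because the annotation at hand belongs to another build than ce10.

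A second deposited table holds log2 values. They were recalculated here from the counts as the log2 of the count, scaled to the mean library total, plus 8, and matched the deposited values within 0.0005. All tests used the counts. Levels are given as counts per 1000000 miRNA counts of a library (CPM). A level is a share of the miRNA reads and not an amount per animal.

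The table lists 437 strands, of which 414 had at least 1 count and 23 had none. The 246 strands with a mean count of at least 10 over the 48 libraries were tested. Library totals ran from 2315421 to 20757531 counts, so that a single count was worth less than 1 CPM in every library. Intervals of single levels are exact Poisson intervals at 95% confidence and floors of 0 counts are set at 3 counts. Both cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Before testing, libraries were compared for duplicates and none were found.

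The genotypes were compared with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit and glmQLFTest) after TMM normalization in R 4.3.3. The model held a cubic B-spline of the sampling hour with 6 components, centred over the hours, and its interaction with genotype. The spline and its interaction were taken from the design that the study used for another mutant, where developmental time had first been matched between the strains. Here equal sampling hours were compared without such matching, and a count test took the place of limma. From this fit came the test of any difference over time (7 degrees of freedom), the average log2 difference over the 24 hours, the differences over 0 to 7, 8 to 15 and 16 to 23 h, and the change of the difference between windows. Change over time was tested within each genotype with the same spline, and its direction is the fitted mean of 20 to 23 h minus that of 0 to 3 h. Rhythm was tested with cosine and sine terms of a 9 h period and a linear trend over 5 to 23 h, first within each genotype and then as a difference between them. The period was taken from the peaks of the let-7 passenger strand that the study reported for this series. Its rhythm in lin-28(0) was therefore not tested independently. Adjusted p-values are Benjamini-Hochberg values from these edgeR tests over the 246 strands, with a threshold of 0.01, unless another test is named. Per-hour differences of the let-7 strands and of the log2 passenger-to-guide ratio (CPM plus 1) were tested by two-sided sign-flip permutation over the 24 hours with 100000 resamples, whose smallest possible p is 1e-05. The guide is the strand of a precursor with the higher mean over all libraries. Lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, then with an estimated correlation and with fry. The delay of lin-28(0) was the shift, on a grid of 0.25 h from -4 to 4 h, that best aligned mean-centred log2 profiles, with 1000 resamples of strands. A tempo factor was fitted the same way on a grid of 0.01.

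Groups, tests, lists, windows and alternatives were fixed before the data were examined, as was the rule for named strands. Named are all measured strands of the let-7 and lin-4 families, the 10 largest average rises and falls past the threshold with a mean of at least 10 CPM and the same sign in all 3 windows, and both strands of mir-247, mir-788, mir-235 and mir-71. Tissue markers, the 6 largest rises and falls over time per genotype, the 8 largest WT amplitudes, the 5 smallest p-values of the rhythm difference, the 5 largest changes in each direction for windows and strand ratios, and 2 to 4 members per list complete the rule. Other named strands were chosen after their values were seen. The alternatives were DESeq2 1.42.0 and its size factors, scaling by total counts, no filter or a mean count of 50, limma on the authors' log2 scale, other thresholds, splines and periods, shifted hours, and the sampling hour as a block. Left-out libraries and tempo scaling were added after the data had been seen.

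The tests were checked on simulated counts of the real strands with known changes. For the average difference, with 241 strands tested, 57.8% of changes of 0.5 on the log2 scale, 100% of changes of 1 and 97.1% of changes of 2 were recovered, with 0 of 120 unchanged strands called. For the rhythm difference, with 243 strands tested, the shares were 32.6%, 97.6% and 100%, with 1 of 121 unchanged strands called. For the change between windows, with 244 strands tested, they were 2.13%, 36.6% and 87.9%. They were 20%, 100% and 100% for any difference and 17.0%, 87.8% and 100% at 16 to 23 h. For rhythm in WT they were 50%, 100% and 100%, and for change over time in WT 0%, 31.0% and 94.1%. Simulated delays of 1.5 h and a tempo factor of 1.2 were returned as 1.5 h and 1.21.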

Results

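Small RNAs were sequenced every hour from 0 to 23 h of larval growth in WT and lin-28(0) animals, giving 24 libraries per genotype. LIN-28 is an RNA-binding protein that blocks the maturation of let-7, and lin-28(0) animals lack the gene. The WT libraries held 2315421 (15 h) to 20757531 (2 h) miRNA counts with a median of 6882069, and the lin-28(0) libraries 2996370 (12 h) to 15317364 (2 h) with a median of 8308220. The 10 most abundant strands took 66.6% to 78.1% of the counts of a library. The first principal component held 58.9% of the variance and the second 10.9%. The lin-28 transcript is an mRNA and was not analysed here, so the deletion itself has no check in these counts.

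The first question was how the let-7 guide and its passenger strand, let-7*, accumulate without LIN-28. The let-7 guide, which times the passage from larva to adult, was higher in lin-28(0) than in WT at 24 of 24 hours. From 0 to 7 h it stood at 8.57 ± 1.61 CPM in WT and 962 ± 222 CPM in lin-28(0) (mean ± SD over 8 hourly libraries each). From 8 to 15 h the levels were 83.2 ± 32.1 and 27910.2 ± 12557 CPM, and from 16 to 23 h 629 ± 548 and 36055 ± 7871 CPM. The mean log2 difference per hour was 7.06 ± 1.13 (SD, n = 24 hours), and the sign-flip permutation test gave p = 1e-05, the smallest it can give. The fold difference, with 1 CPM added to both levels, was largest at 14 h (459.9-fold) and smallest at 23 h (20.9-fold).

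The shape of the let-7 curve differed as well. In lin-28(0), the guide climbed from 1434 CPM at 7 h to 13761 CPM at 9 h and 37884 CPM at 11 h, and then stayed between 25209 and 47208 CPM until 23 h. Within that range the guide fell from 39725 CPM at 13 h to 25209 CPM at 17 h and rose to 47208 CPM at 21 h. Its steepest rise between neighbouring hours, by 1.79 on the log2 scale, ended at 9 h. In WT, the guide rose from 7.39 CPM at 7 h to 120.7 CPM at 10 h, remained between 75.6 and 111.2 CPM from 11 to 16 h, and rose again to 467 CPM at 18 h and 645 CPM at 19 h. The WT library of 23 h held 1892 CPM, 1.75 higher on the log2 scale than the library of 22 h, and without it the mean of 16 to 22 h was 448 ± 217 CPM (n = 7). The genotype difference of the guide was smaller at 16 to 23 h than at 8 to 15 h, by a log2 change of -2.20 (adjusted p = 1.3e-05), which was the only such change among 246 strands.

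The passenger let-7* was also higher in lin-28(0), at 22 of 24 hours. Its log2 difference per hour, with 1 CPM added, was 3.80 ± 2.42 (SD, n = 24 hours; permutation p = 1e-05). In lin-28(0) it peaked at 317.6 CPM at 10 h (95% interval 306.4 to 329.01 CPM), fell to 11.2 CPM at 15 h and peaked again at 189.2 CPM at 19 h. In WT it gave no count in 12 libraries, where 3 counts would have been at most 1.296 CPM, and held 1.03 CPM at 10 h, 4.72 CPM at 18 h and 40.3 CPM at 23 h. At 23 h it was higher in WT than in lin-28(0), where 22.3 CPM were counted, and at 0 h neither genotype gave a count. Without the lin-28(0) libraries of 1 to 3 h, its average difference in the spline fit no longer passed the threshold (adjusted p = 0.103), while the permutation difference was 4.05.

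**Figure D1:**
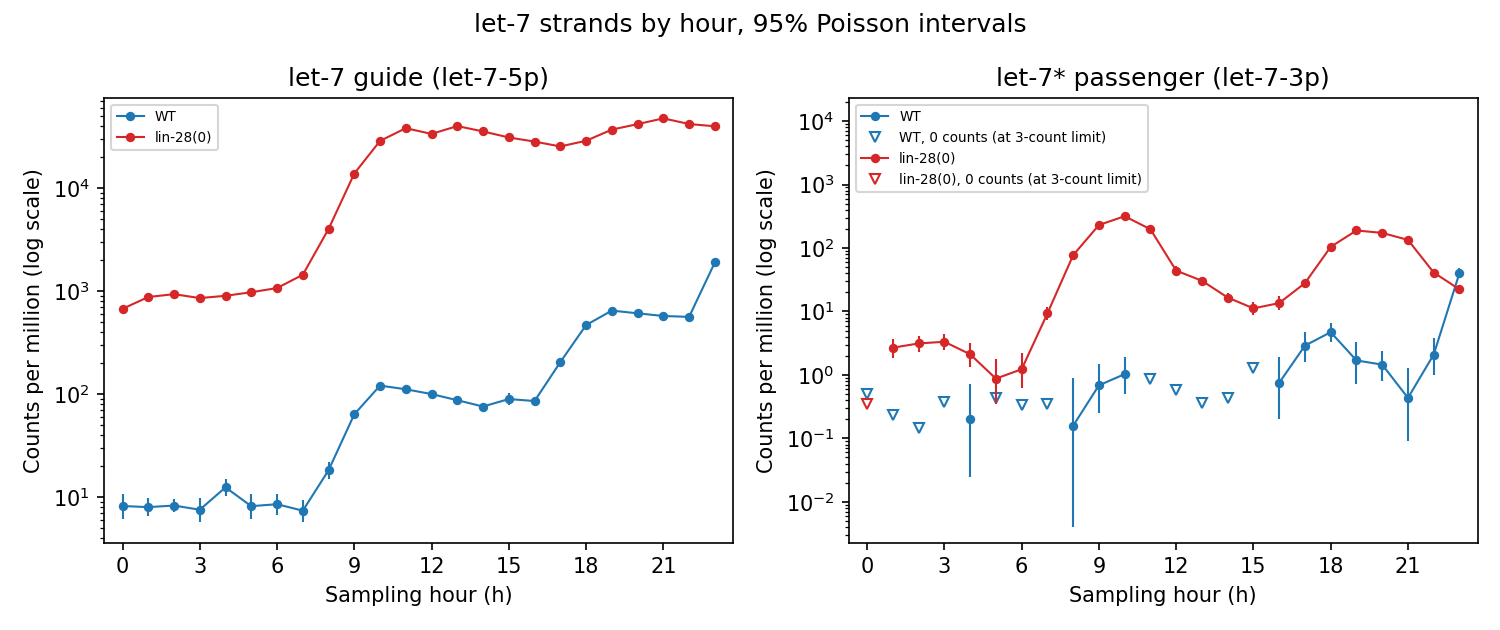
CPM of the let-7 guide (left) and let-7* (right) by sampling hour, on log scales, in WT (blue) and lin-28(0) (red); each point is 1 library, bars are 95% Poisson intervals and open triangles mark libraries with 0 counts, drawn at the level of 3 counts. The guide in lin-28(0) lies above WT at 24 of 24 hours and moves between 25209 and 47208 CPM from 11 to 23 h. let-7* peaks at 10 and 19 h in lin-28(0).

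The other -5p strands of the let-7 family did not pass on average. miR-48, miR-84 and miR-241 are the let-7 sisters that time early larval fates, and their -5p strands had average log2 differences of -0.23 ± 0.14 (SE), -0.23 ± 0.08 and 0.09 ± 0.13, none past the threshold. From 16 to 23 h, however, miR-84-5p fell by 0.62 (SE 0.13, adjusted p = 4.6e-04), miR-241-5p by 0.74 (SE 0.20, adjusted p = 0.00933) and miR-795-5p by 0.60 (SE 0.10, adjusted p = 1.7e-05), while miR-48-5p stood at -0.86 (adjusted p = 0.0111). miR-793 and miR-794-5p had average values of -0.15 and -0.09 and passed in no window. Among the -3p strands, miR-795-3p fell by 0.31 on average (SE 0.07, adjusted p = 9.5e-04; -0.28 and adjusted p = 0.0125 without the lin-28(0) libraries of 1 to 3 h), and miR-241-3p (-0.57), miR-84-3p (-0.11) and miR-48-3p (0.10) did not pass. With the lin-28(0) hours divided by the tempo factor described below, the differences of miR-84-5p, miR-241-5p and miR-795-5p at 16 to 20 h, the last hour then compared, were -0.07, -0.20 and -0.27 and did not pass, against -0.86, -1.09 and -0.47 unscaled over the same hours. The average of miR-48-5p turned to 0.39 with that scaling (adjusted p = 0.00667) and to 0.58 with the lin-28(0) hours shifted by -2 h, against -1.12 with a shift of 2 h. Without the lin-28(0) libraries of 1 to 3 h, the late difference of miR-241-5p did not pass (adjusted p = 0.0117).

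The lin-4 family, whose founding member represses lin-14 and lin-28 early in larval life, changed little. lin-4-5p had an average log2 difference of 0.03 ± 0.22 (SE) and was higher in lin-28(0) at 15 of 24 hours. miR-237-5p had an average of -0.29 ± 0.11 (adjusted p = 0.0342), and fell by 0.73 at 16 to 23 h (SE 0.18, adjusted p = 0.00378). miR-237-3p averaged -0.30 ± 0.24. lin-4-3p gave no count in either genotype from 0 to 6 h, so no average difference is given for it. After tempo scaling the difference of miR-237-5p at 16 to 20 h was 0.016 and did not pass, against -1.21 unscaled over the same hours.

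Across the 246 strands, 56 differed on average between the genotypes, 40 of them higher and 16 lower in lin-28(0). With the sampling hour as a block fewer strands passed, all among the 56, and most of the 16 falls lost the call. The differences were small: 6 of the 56 reached 1 on the log2 scale, and 51 had the same sign in all 3 windows. Rises were ranked among strands with a mean of at least 10 CPM and the same sign in all 3 windows. After the let-7 strands, the largest of these rises were miR-355-5p (1.22 ± 0.09 SE, 24.01 ± 10.9 CPM in WT against 62.2 ± 42.9 CPM, SD over 24 hours, adjusted p = 1.8e-14) and miR-239b-5p, a strand linked to life span and heat stress (1.03 ± 0.18, adjusted p = 2.6e-05). They were followed by miR-77-3p (0.73, but -0.030 with the lin-28(0) hours shifted by 2 h and 1.41 with -2 h), miR-35-3p (0.58), miR-49-3p (0.57), miR-37-3p (0.57), miR-791-3p, of carbon dioxide-sensing neurons (0.56), and miR-251 (0.52), with adjusted p from 2.1e-04 to 0.00377. miR-5592-3p rose by 1.41 (adjusted p = 1.5e-08) but held only 0.881 and 2.55 CPM, and is named after its value was seen. Of the 56, 43 also passed the test of any difference over time, which called 69 strands.

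The largest average fall was that of miR-229-3p, described below, followed by miR-230-5p (-0.60 ± 0.12, adjusted p = 2.3e-04), miR-8196a-3p (-0.59 ± 0.08, adjusted p = 8.0e-08) and the abundant miR-70-3p (-0.50 ± 0.10, adjusted p = 2.4e-04). miR-254-3p (-0.48), miR-1829b-5p (-0.39), miR-231-5p (-0.35), miR-4936 (-0.33), miR-795-3p (-0.31) and miR-228-3p (-0.23) completed the 10 largest falls by the rule for named strands, with adjusted p from 1.2e-05 to 0.00859. Several of these 10 lost the call with the sampling hour as a block. miR-230-5p was lower at 18 of 24 hours and miR-8196a-3p at 21 of 24. Without the lin-28(0) libraries of 1 to 3 h, which stood apart from the others, 35 strands passed, 28 of them among the 56. Under all 18 settings tried, let-7-5p, miR-229-3p, miR-355-5p, miR-90-3p, miR-8196a-3p, miR-239b-5p, miR-1829b-5p and miR-2212-5p passed.

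**Figure D2:**
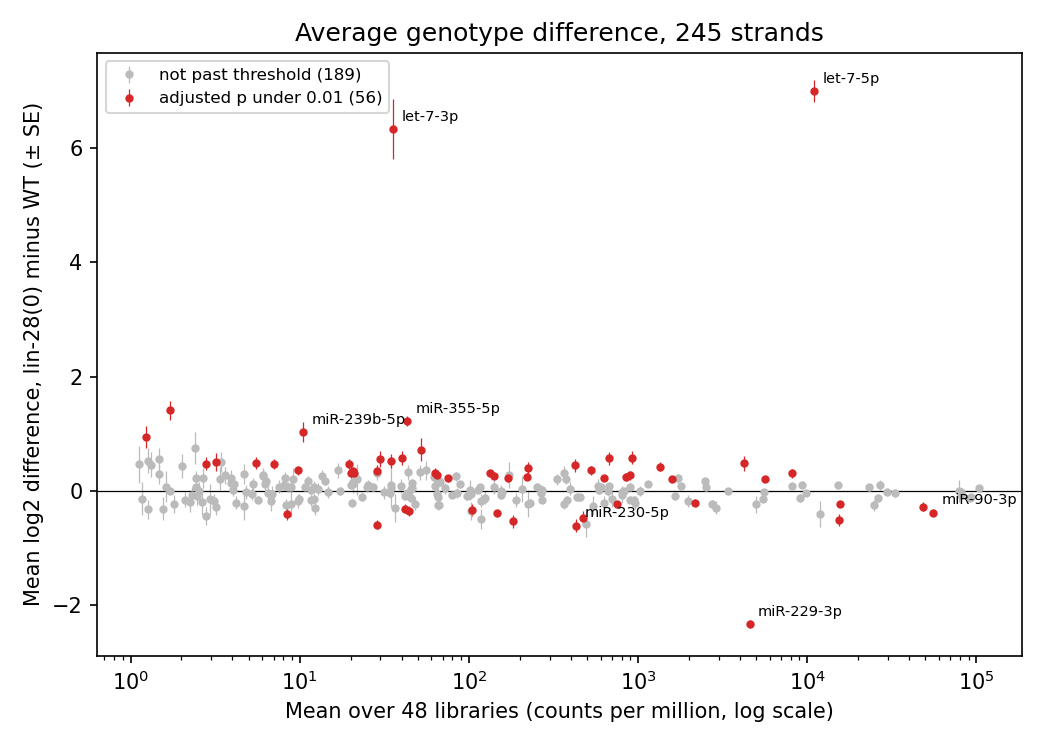
Average log2 difference (lin-28(0) minus WT, ± SE) of 245 strands against their mean CPM over 48 libraries (log scale); red points have an adjusted p under 0.01 (56 strands), and lin-4-3p, which has no finite average, is left out. let-7-5p and let-7-3p lie above 6, miR-229-3p at -2.33, and most other red points within 1 of zero. The value of let-7-3p comes from a fit over many WT libraries with 0 counts. Its mean log2 difference per hour, with 1 CPM added, was 3.80.

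The largest fall was that of an abundant strand. miR-229-3p, of the cluster of miR-229, miR-64, miR-65 and miR-66, was lower in lin-28(0) at 24 of 24 hours and fell by 2.33 on average (SE 0.07, adjusted p = 8.4e-27). Its level was 7597 ± 2228 CPM in WT and 1548.5 ± 410 CPM in lin-28(0) (SD over 24 hours). The lowest WT library (3407 CPM) lay above the highest lin-28(0) library (2130.2 CPM). The other strand of the same precursor, miR-229-5p, rose by 0.21 (SE 0.05, adjusted p = 8.8e-04), from 5152 ± 1332 to 6069.6 ± 1377 CPM. Of the cluster's remaining -5p strands, miR-64-5p (0.07), miR-65-5p (0.11) and miR-66-5p (-0.02) did not pass.

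**Figure D3:**
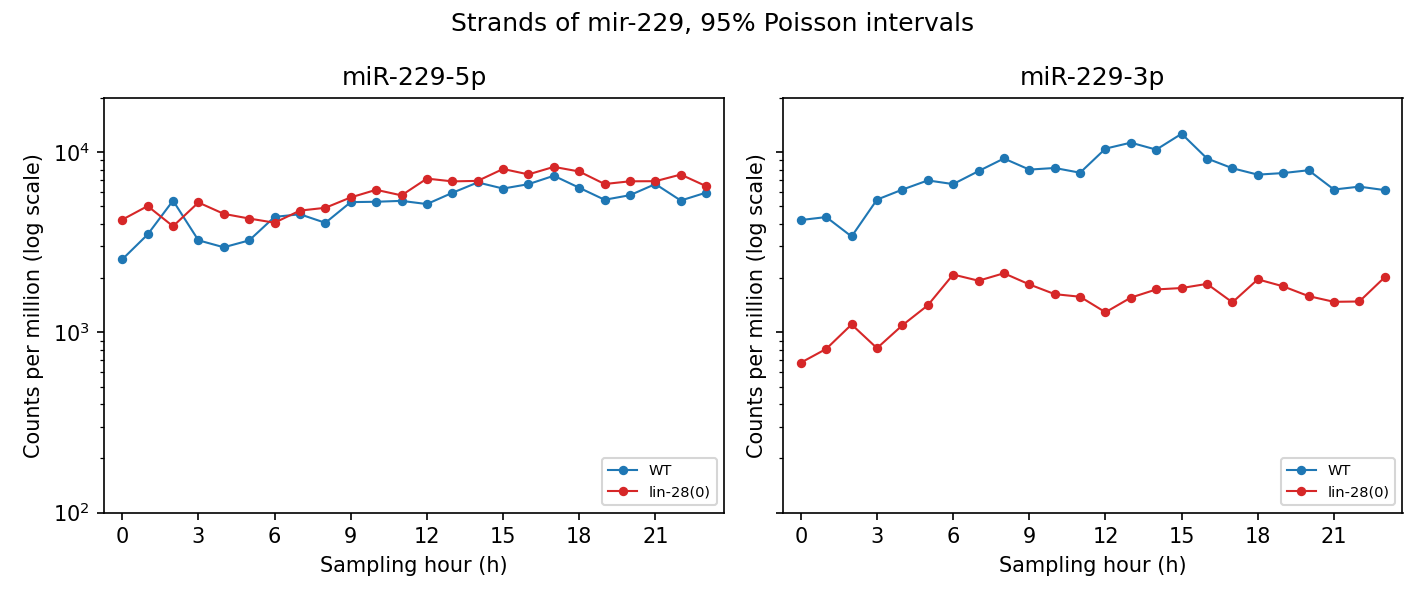
CPM of miR-229-5p (left) and miR-229-3p (right) by sampling hour on a shared log scale, in WT (blue) and lin-28(0) (red); each point is 1 library and bars are 95% Poisson intervals, which are smaller than the points. miR-229-3p lies between 3407 and 12665 CPM in WT and between 679 and 2130.2 CPM in lin-28(0).

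LIN-28 is placed upstream of strand separation, so the ratio of passenger to guide was compared for the 84 precursors with both strands measured. It changed for 7 of them, let-7 included, by the permutation test over 24 hours. For mir-229, miR-229-3p counts as the passenger by its mean over all libraries, although it was the more abundant strand in WT. The log2 ratio of mir-229 went from 0.55 in WT to -1.99 in lin-28(0), a change of -2.54 ± 0.58 (SD, adjusted p = 4.2e-04), lower at 24 of 24 hours. The ratio of let-7 changed by -3.26 ± 2.13, but with WT let-7* mostly near 0 counts this value rests on the added 1 CPM. Without it, let-7* as a share of the guide was higher in lin-28(0) at 10 h (1.11% against 0.853% in WT). At 18 h it was lower (0.365% against 1.01%), so no direction is drawn for let-7. The ratio fell for mir-54 as well, by 0.57, and rose for mir-1 (0.57), mir-90 (0.56), mir-75 (0.52) and mir-49 (0.47). Each moved so at 21 or more of 24 hours, with adjusted permutation p from 8.4e-04 to 0.00216. The strands of mir-75 were nearly equal in mean (66.1 and 64.6 CPM), and its log2 ratio went from -0.29 in WT to 0.23 in lin-28(0). For mir-49, the study models miR-49-3p, the passenger here, as the guide.

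Whether the genotypes differ at early or late hours was asked in 3 windows of 8 h. From 0 to 7 h, 49 strands differed, 34 higher and 15 lower in lin-28(0). Apart from let-7, the rises were led by miR-5592-3p (2.34), miR-239b-5p (2.18), miR-355-5p (1.68), miR-784-3p (1.07), miR-35-3p (1.03) and miR-37-3p (1.01). The falls were led by miR-229-3p (-2.23), miR-80-5p (-1.41), miR-254-3p (-1.20) and miR-8208-3p (-1.04). From 8 to 15 h, 7 strands differed: let-7-5p, let-7-3p, miR-355-5p (1.07) and miR-2212-5p (0.50) rose, while miR-229-3p (-2.49), miR-8196a-3p (-0.68) and miR-90-3p (-0.57) fell. From 16 to 23 h, 19 strands differed, 8 higher and 11 lower, among them the let-7 family falls above, miR-230-5p (-0.98) and miR-357-3p, which rose by 1.17 (SE 0.14, adjusted p = 3.3e-08). let-7-5p, let-7-3p, miR-355-5p and miR-229-3p passed in all 3 windows. The late split was 17 higher and 8 lower with total counts, 16 and 7 with limma and 17 and 12 without hour 0, but 8 and 16 with DESeq2 size factors and 10 and 16 with DESeq2. Strands outside the rule are named here after their values were seen.

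The early window rests largely on 3 libraries. Without the lin-28(0) libraries of 1, 2 and 3 h, 7 strands differed at 0 to 7 h, 5 of them among the 49. Those 5 were let-7-5p, miR-229-3p, miR-355-5p, miR-239b-5p and miR-5592-3p. In these 3 libraries, miR-228-5p stood at 66043 ± 9734 CPM, against 26339 ± 2605 CPM in the other 5 lin-28(0) libraries of 0 to 7 h, and miR-35-3p at 3479.8 ± 529 against 1184 ± 611 CPM. miR-90-3p stood at 112323 ± 15154 against 52228 ± 8332 CPM and miR-80-5p at 22.7 ± 5.02 against 117 ± 52.04 CPM. When hour 0 was left out for both genotypes, 53 strands differed at 0 to 7 h, but 22 were higher and 31 lower.

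Whether the genotype difference itself changed between 0 to 7 h and 16 to 23 h was tested directly. It changed for 19 strands, upward for 7 and downward for 12. Without hour 0 it changed upward for 23 and downward for 4, and with total counts for 6 each. Upward changes, towards lin-28(0), were largest for miR-80-5p (1.499 ± 0.28 SE), miR-357-3p (1.35 ± 0.19), miR-254-3p (1.12 ± 0.29), miR-70-5p (1.10 ± 0.28) and miR-75-5p (0.78 ± 0.21). The value of miR-70-5p was -0.32 with the lin-28(0) hours shifted by -2 h and 2.74 with a shift of 2 h. Downward changes were largest for miR-239b-5p (-1.88 ± 0.41), miR-784-3p (-1.54 ± 0.39), miR-8191-5p (-1.10 ± 0.28), the glia and seam strand miR-228-5p (-0.97 ± 0.21) and miR-795-5p (-0.80 ± 0.14). Their adjusted p ran from 6.6e-06 (miR-357-3p) to 0.00854. Of all 246 strands, the edgeR test called 0 without the lin-28(0) libraries of 1 to 3 h, with 43 at an unadjusted p under 0.05, against 85 with them. No other tool was run without them, and with them DESeq2 called 24 and limma 15.

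Of 10 lists, camera called 0 at the threshold and 2 with an unadjusted p under 0.05; with an estimated correlation it also called 0. fry, which tests whether the members of a list move one way on balance without comparing them with other strands, called 6. In the miR-35 family, required in the embryo, 5 of 7 measured -3p strands rose (camera adjusted p = 0.0253, and 0.519 with an estimated correlation; fry adjusted p = 1.1e-04), and 5 rose when adjusted over the list alone. Its median log2 difference was 0.40, from 0.58 for miR-35-3p to 0.27 for miR-39-3p. Without the libraries of 1 to 3 h 1 of the 7 rose, although the median was 0.37, and without WT 2 h as well 3 rose. In the miR-51 family, also needed in the embryo, 4 of 6 rose, as they did adjusted over the list alone: miR-54-3p (0.49), miR-53-5p (0.36), miR-52-5p (0.31) and miR-56-3p (0.25). For this family camera gave an adjusted p of 0.125, or 0.563 with an estimated correlation, and fry 0.00217. With DESeq2 size factors 4 of the miR-35 and 3 of the miR-51 family rose, and without the libraries of 1 to 3 h 1 of the 6 miR-51 members rose. The miR-51 median was then 0.145, against 0.279 with all libraries, and without WT 2 h as well 0 of the 6 rose.

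A list of miRNAs lowered through EBAX-1, a ubiquitin ligase receptor that directs miRNA decay, had been chosen by the study on other samples. Of its 12 strands measured here, 7 are the miR-35 family, and mir-788 entered with both strands. Of these, miR-788-5p is the passenger by the mean over all libraries used here, whereas the study models it as the guide. In this list 5 rose, all of that family, and 5 did adjusted over the list alone (camera adjusted p = 0.132, fry 1.1e-04; 1 rose without the libraries of 1 to 3 h). miR-235-3p, which holds blast cells quiescent in starved larvae, had -0.40 ± 0.23, miR-71-5p, a neuronal strand that prolongs life, 0.00 ± 0.19, miR-788-3p -0.22 ± 0.23, miR-788-5p 0.05 ± 0.10 and miR-247-3p -0.18 ± 0.17, none past the threshold. The passenger miR-71-3p had -0.25 and did not pass, and miR-235-5p, miR-247-5p and miR-794-3p were below the count minimum. Of the late-rising strands, also chosen on other samples, 1 of 4 measured rose, miR-357-3p (0.48), by both adjustments (camera adjusted p = 0.527, fry 0.0185), and miR-240-5p had -0.22 ± 0.23.

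Of the let-7 family -5p strands 1 of 7 rose, let-7 itself, by both adjustments. Here the median (-0.15) and camera (downward, adjusted p = 0.798) differed in sign from the mean (0.89) and fry (upward, adjusted p = 2.0e-09), since let-7 alone weighs on the latter. The -3p strands behaved likewise, with 1 of 5 up and 1 down by both adjustments, a median of -0.11, a mean of 1.09, camera downward (adjusted p = 0.871) and fry upward (0.125). Without the libraries of 1 to 3 h 0 of these 5 rose and 0 fell. In the lin-4 family 0 of 4 passed by either adjustment in edgeR and 1 had an unadjusted p under 0.05, miR-237-5p, which DESeq2 called and limma did not (camera adjusted p = 0.527, fry 0.53), with a median of -0.29 over the 3 members with a finite average. In the miR-58 family, the abundant bantam relatives, 0 of 4 passed by either adjustment in edgeR and 1 had an unadjusted p under 0.05, from -0.13 for miR-80-3p to -0.02 for miR-82-3p (camera adjusted p = 0.297, fry 0.00698). With DESeq2 size factors 1 of them fell, as did 1 of the let-7 family -5p strands. In the miR-44 family 1 of 4 fell by both adjustments, miR-61-3p (-0.23 ± 0.05; camera adjusted p = 0.132, fry 0.0139). In the miR-229 to miR-66 cluster, whose -5p strands formed the list, 1 of 4 rose by both adjustments, miR-229-5p (camera adjusted p = 0.527, fry 0.00698).

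Of 5 tissue markers, 1 fell and 1 rose. Muscle miR-1-3p fell by 0.28 (SE 0.08, adjusted p = 0.00509) and miR-124-3p, of sensory neurons, rose by 0.36 (SE 0.10, adjusted p = 0.00606). Intestinal miR-60-3p (0.02 ± 0.17), gustatory lsy-6-3p (-0.03 ± 0.11) and miR-228-5p (0.10 ± 0.09) did not pass. Adjusted over the list alone, miR-1-3p and miR-124-3p passed as well. Without the lin-28(0) libraries of 1 to 3 h neither passed (adjusted p = 0.0231 and 0.0115).

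Development was accompanied by large changes in both genotypes. Over time, 167 strands changed in WT, 75 ending higher and 92 lower, and 196 changed in lin-28(0), 108 ending higher and 88 lower, with 147 in common. The split in lin-28(0) was 95 higher and 107 lower with total counts, and 95 and 106 with limma. Among strands with a mean of at least 10 CPM, strands of mir-48, mir-241, lin-4 and mir-77 rose most in WT: miR-48-5p went from 48.6 ± 9.10 CPM at 0 to 3 h to 20992 ± 973 CPM at 20 to 23 h, miR-241-3p from 2.27 ± 1.004 to 1767 ± 478 CPM and lin-4-5p from 0.594 ± 0.0676 to 327 ± 100.4 CPM (SD over 4 hours each). miR-77-5p went from 0.886 to 461 CPM, miR-48-3p from 0.235 to 111 CPM and miR-241-5p from 0.0941 to 149 CPM. The same 6 strands rose most in lin-28(0), where miR-48-5p reached 17998 ± 5367 CPM, miR-241-3p 1211 ± 136 CPM and lin-4-5p 378 ± 54.8 CPM. The let-7 guide itself went from 8.01 to 907 CPM in WT and from 832 to 42455 CPM in lin-28(0).

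The strands that fell most, among those with a mean of at least 10 CPM, included several of the embryonic miR-35 family. In WT, miR-39-3p went from 1489.8 ± 202 to 195 ± 70.5 CPM, a log2 change of -2.75 ± 0.23 (SE, adjusted p = 2.4e-08), and miR-40-3p from 299.8 ± 27.2 to 59.6 ± 30.7 CPM. miR-5546-3p (-2.87), miR-49-3p (-2.59), miR-4807 (-2.45) and miR-4813-3p (-2.32) completed the 6 largest falls. In lin-28(0) the largest falls were miR-40-3p (-2.48 ± 0.28), miR-49-3p (-2.05), miR-790-5p (-2.04), miR-5546-3p (-1.95), miR-355-5p (-1.89) and miR-35-3p (-1.88). At 0 to 3 h, miR-35-3p stood at 3175.6 ± 746 CPM in lin-28(0), a mean that includes the libraries of 1 to 3 h, against 994 ± 209 CPM in WT. Without those libraries the falls in lin-28(0) were -1.41 for miR-40-3p, -1.41 for miR-49-3p, -0.93 for miR-790-5p, -2.14 for miR-5546-3p, -1.46 for miR-355-5p and -0.99 for miR-35-3p, all still called, and 180 strands changed over time in lin-28(0), 174 of them among the 196.

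Some miRNAs rise and fall with the moulting cycle, so rhythm was tested in each genotype. With a 9 h period, 54 strands were rhythmic in WT and 46 in lin-28(0), of which 36 were rhythmic in both. In WT the largest amplitudes of rhythmic strands with a mean of at least 10 CPM, on the log2 scale and with the first fitted peak after 5 h, were those of miR-237-3p (1.87, peak at 7.58 h), miR-77-5p (1.75, 11.8 h), miR-48-3p (1.57, 8.67 h), miR-39-5p (1.46, 9.12 h), miR-71-5p (1.45, 5.75 h), miR-788-3p (1.37, 9.74 h), miR-246-3p (1.36, 13.6 h) and miR-42-5p (1.36, 6.80 h), with adjusted p from 3.9e-05 to 0.00332. miR-71-5p, at a mean of 79458.5 CPM over all libraries, thus swung 7.49-fold from peak to trough in WT. miR-235-3p, at 11832 CPM, swung 6.53-fold (amplitude 1.35, adjusted p = 0.00127). The counts depend on the assumed period: at 7 h, 9 strands were rhythmic in WT and 0 in lin-28(0) (edgeR, with 7 at an unadjusted p under 0.05), and at 10 h 19 and 64; edgeR was the only tool run at those periods.

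Rhythms of the lin-28(0) culture came later. The difference test called 35 strands, 26 of them rhythmic in both genotypes. It called 15 with a period of 8 h, 6 with 10 h and 0 with 7 h, over hours 0 to 23 or after tempo scaling, where edgeR alone was run and 17, 53 and 41 strands had an unadjusted p under 0.05. All 36 strands rhythmic in both peaked later in lin-28(0), by a median of 1.57 h (quartiles 1.34 and 2.09 h). Both genotypes were fitted with the same fixed period, so these shifts cannot tell a constant delay from a longer period in lin-28(0). The smallest p-values belonged to miR-45-5p (peak later by 2.43 h, adjusted p = 1.1e-04), miR-36-3p (1.77 h, 1.1e-04), miR-79-5p (2.12 h, 1.1e-04), lin-4-3p (1.83 h, 3.7e-04) and miR-230-3p (1.497 h, 4.4e-04). miR-71-5p peaked at 14.8 h in WT and 16.4 h in lin-28(0), miR-788-3p at 9.74 and 11.2 h, and miR-48-5p at 10.1 and 11.4 h. let-7* was rhythmic in lin-28(0) (amplitude 2.56, adjusted p = 2.0e-05), but the 9 h period had been taken from its reported peaks in this culture. It was not called in WT (amplitude 1.56, adjusted p = 0.209), and its rhythm differed between the genotypes (adjusted p = 0.00169). WT let-7* was mostly near 0 counts, with 1.03 CPM at 10 h, 4.72 CPM at 18 h and 40.3 CPM at 23 h. The missing WT call and the called difference may rest on these low values and on the 23 h library. The let-7 guide was called in WT (amplitude 0.77, adjusted p = 0.00567) and not in lin-28(0) (amplitude 0.84, adjusted p = 0.138), with no difference past the threshold (adjusted p = 0.842).

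**Figure D4:**
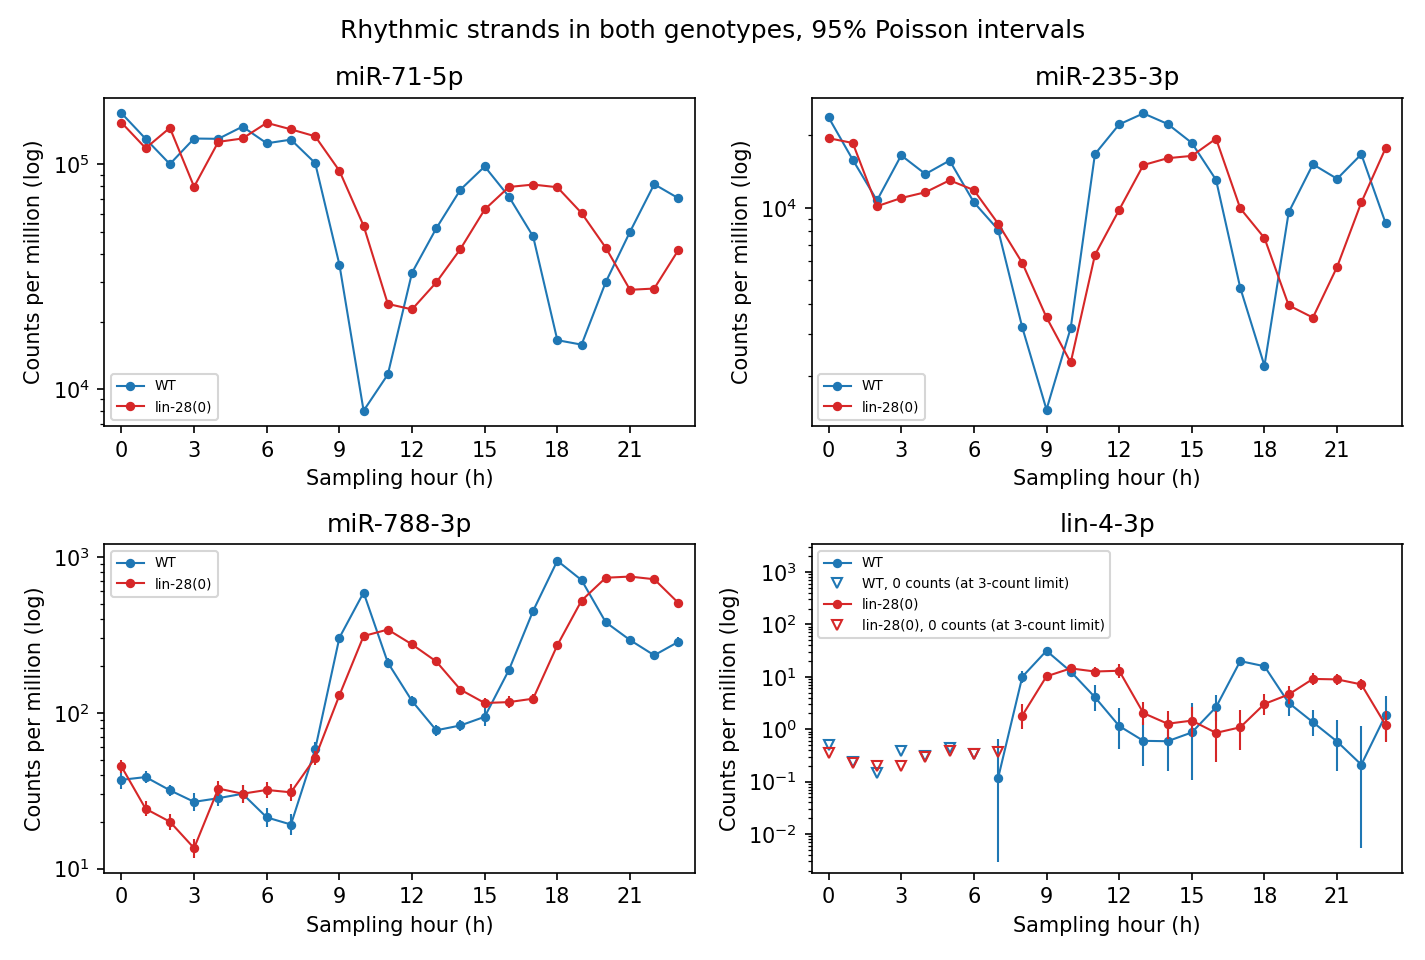
CPM (log scales) of miR-71-5p, miR-235-3p, miR-788-3p and lin-4-3p by sampling hour in WT (blue) and lin-28(0) (red); each point is 1 library, bars are 95% Poisson intervals and open triangles mark libraries with 0 counts at the level of 3 counts. Peaks and troughs of lin-28(0) follow those of WT, with fitted peaks later by 1.68 h for miR-71-5p, 1.41 h for miR-235-3p, 1.43 h for miR-788-3p and 1.83 h for lin-4-3p.

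The delay was also measured over whole profiles of the 170 strands that changed over time or were rhythmic in WT, the let-7 and lin-4 families left out. The profiles aligned best with lin-28(0) set back by 0.75 h (SD 0.38 h over resamples of strands; correlation 0.79 against 0.72 at the same hour). The best delay was 0.5 h over 0 to 7 h, 1.25 h over 8 to 15 h and 1.75 h over 16 to 23 h. It was 1.5 h for the 46 rhythmic strands among them (SD 0.05 h over resamples), for the 52 passenger strands (SD 0.46 h, range 0.5 to 1.5 h), and over WT hours 4 to 23 (SD 0.06 h). A constant tempo factor of 1.12 (1.09 to 1.15) aligned the profiles better than any shift, with a correlation of 0.81. These values describe a single culture per genotype and were not tested between cultures.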

Values the study reported

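In the lin-28(0) culture of this series, the study placed maxima of let-7* near ∼9 and ∼18 h and dated the end of the early rise of the let-7 guide to ∼9 h. It described no further step of the guide when let-7* peaked again. In a separate wild-type time course of animals grown on plates, the study counted 282 detected miRNA strands and placed 52 of them (18.4%) in an oscillating class and 121 (42.9%) in a gradual class, by its own amplitude and slope limits.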

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

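The tests that leave out libraries, compare the WT library of 2 h, scale the tempo and measure the let-7 share were chosen after the results were seen, and thinning of the libraries was set before its own result was seen. The genotype difference changed between 0 to 7 h and 16 to 23 h for 19 of 246 strands, by a test of the difference itself. No strand passed that edgeR test without the lin-28(0) libraries of 1 to 3 h. Under tempo scaling 1 passed, against 14 unscaled over the same hours. On the log2 scale the genotype difference changed by 1.499 for miR-80-5p, 1.35 for miR-357-3p, 1.12 for miR-254-3p, 1.10 for miR-70-5p (-0.32 with the lin-28(0) hours shifted by -2 h) and 0.78 for miR-75-5p. It changed the other way by -1.88 for miR-239b-5p, -1.54 for miR-784-3p, -1.10 for miR-8191-5p, -0.97 for miR-228-5p and -0.80 for miR-795-5p. The rhythm differed between the genotypes for 35 strands. Among the smallest p-values the peak of lin-28(0) came later by 2.43 h for miR-45-5p, 1.77 h for miR-36-3p, 2.12 h for miR-79-5p, 1.83 h for lin-4-3p and 1.497 h for miR-230-3p.

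Many early differences, with miR-228-5p, miR-35-3p and miR-90-3p high and miR-80-5p low in lin-28(0) at 1, 2 and 3 h, form the first pattern. More counts by themselves are argued against as the cause. Thinning every library to 2315421 counts left 38 calls at 0 to 7 h, 30 of them among the 49. Thinning keeps the profile of a library, however, and the deepest library of each genotype was that of 2 h. A source that changed both depth and profile therefore stays open. Leaving out the lin-28(0) libraries of 1 to 3 h left 7 calls, whereas leaving out those of 4 to 6 h instead gave 71, so these 3 libraries may carry most of the early calls. A candidate explanation is a different mix of library kits or sequencing runs: across 230 strands, which are not independent replicates, the departure of WT 2 h from its neighbours correlated with that of lin-28(0) 1 to 3 h at 0.557, against at most 0.161 (7 h) for the other WT hours. A true response of lin-28(0) larvae soon after feeding stays open, was not tested, and would need the reads per sequencing run.

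The second pattern is the late set of differences at 16 to 23 h, with falls of miR-84-5p, miR-237-5p and miR-795-5p, together with the later peaks of 36 of 36 strands rhythmic in both genotypes. That let-7 takes a share of the lin-28(0) counts is argued against as the cause of the late falls, since that share lowers the other strands of a library by at most 0.070 on the log2 scale before normalization, and the smallest of the 11 falls was -0.38 (SE 0.088). Dividing the lin-28(0) hours by 1.12, a tempo factor fitted on strands not called late, left 10 late calls against 16 unscaled over the same hours up to 20 h, and 7 of the 10 were among the 19. The calls left included both let-7 strands, miR-229-3p (-2.35), miR-357-3p (1.31), miR-355-5p (0.83), miR-8196a-3p (-0.89) and miR-90-3p (-0.69). The others were miR-77-3p (1.25), miR-59-3p (0.81) and miR-65-5p (0.41). For the rhythm, a factor of 1.09 (1.04 to 1.18) fitted on 119 strands without rhythm left 0 of 35 calls in edgeR, the only tool run there, with 41 at an unadjusted p under 0.05. Slower development of the lin-28(0) culture stays a hypothesis for the rhythm and for the late falls that ended with scaling. This constant factor does not account for the late calls left under it. A tempo that varied over time was not tested for them. Whether slower development came from the loss of LIN-28 or from the culture was not tested with 1 culture per genotype.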

How the results depend on the processing

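All alternatives were planned except the left-out libraries, tempo scaling and the delay over WT hours 4 to 23, which were chosen after the data were seen. Main counts were 69 (any difference), 56 (average), 49, 7 and 19 (0 to 7, 8 to 15 and 16 to 23 h), 19 (change between windows), 54, 46 and 35 (rhythm in WT, in lin-28(0) and their difference). The cause of a changed count was not tested, also where fewer libraries or hours entered. With an adjusted p under 0.05 the counts were 109, 87, 78, 16, 51 and 47 for the genotype comparisons and 81 for rhythm in lin-28(0). A spline of 9 components gave 107 for any difference and 30 at 16 to 23 h. Total counts gave 12 and no filter 9 for the change between windows.

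Shifting the lin-28(0) hours by 1 h gave 128 (any), 74, 12 and 33 (windows) and 35 (change between windows), and by 2 h 178 (any), 91 (average), 85, 37, 44 and 57. A shift of -2 h gave 32 at 0 to 7 h, 17 at 8 to 15 h and 6 for the change between windows. Without hour 0, 29 strands passed at 16 to 23 h (17 higher, 12 lower), and the change between windows was upward for 23 and downward for 4. Only 6 average differences reached 1 on the log2 scale. Without lin-28(0) 1 to 3 h, 34 (any), 35 (average), 7 (0 to 7 h) and 0 (change between windows) passed. Without WT 2 h as well, the counts were 37 (any), 10 (0 to 7 h) and 0 (change between windows). Tempo scaling, which ends at 20 h, gave 10 from 16 h (16 unscaled over the same hours), 1 for the change between windows (14) and 0 for the rhythm difference. Rhythm counts in WT were 9, 19 and 25 with periods of 7 h and 10 h and with hours 0 to 23. In lin-28(0) they were 0 and 2 with 7 h and 8 h, and 12 with hours 0 to 23. For the difference they were 0, 15 and 6 with 7, 8 and 10 h (17 at an unadjusted p under 0.05 with 7 h) and 0 with hours 0 to 23 (53). fry called 6 lists, and the delay was 1.5 h for rhythmic strands, for passengers and over WT hours 4 to 23.

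The split of higher and lower calls moved with scaling and test. It was 40 and 16 for the average, against 33 and 21 with DESeq2 size factors and 35 and 25 with DESeq2. At 0 to 7 h it was 34 and 15 against 30 and 22 with size factors. At 8 to 15 h it was 4 and 3 against 3 and 4 with total counts, limma and DESeq2. At 16 to 23 h it was 8 and 11 against 17 and 8 with total counts and 16 and 7 with limma. For the change between windows it was 7 and 12 against 9 and 9 with size factors, 6 and 6 with total counts and 8 and 7 with limma, and over time in lin-28(0) 108 and 88 against 95 and 107 with total counts. The median over all strands moved by less than 0.1 on the log2 scale.

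The sampling hour gives both genotypes the same number. Residuals of the same hour correlated from -0.23 to 0.62 (median 0.19), above 0.1 for 16 of 24 pairs. The main fit did not pair the libraries by hour, so an effect shared by both libraries of an hour stays possible there. The sign-flip tests and the swaps of genotype did compare libraries of the same hour. Of 24 WT hours, 2 correlated best with their own lin-28(0) hour, and of 24 lin-28(0) hours 3 with their own WT hour. With the hour as a replicate block, 30 strands passed on average, 25 higher and 5 lower, all among the 56. For 108 named results, 1346 comparisons with alternatives gave 1165 values on the same side of the threshold, 64 of which, uncalled and outside the lists, changed sign, 144 that lost and 32 that gained the call, and 5 that reversed. Reversed were the average of miR-48-5p (0.58 with a shift of -2 h and 0.39 with tempo scaling), that of miR-77-3p (-0.030 with a shift of 2 h), the window change of miR-70-5p (-0.32 with a shift of -2 h) and the let-7 family -5p strands (fry, 2.0e-09, upward). Depth limits strands near 1 CPM most, let-7* in WT among them.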

Other observations

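The tests of mir-229 precursor, read ends and tempo and the comparison of strands below were chosen after the results were seen, and the swaps of genotype were set before their own results were seen. Rhythm in WT was found for 27 of 84 passenger strands tested and 26 of 144 guide strands (odds ratio 2.14, Fisher's exact test, two-sided p = 0.0223). That test treats strands as independent, which strands of one precursor or cluster are not, and the 84 and 144 strands are not matched sets. For some precursors, mir-230, mir-241, mir-788, mir-42, mir-43 and mir-77 among them, the guide here is not the strand that the study models as guide. Fitted WT peaks lay at 8.67 h for the passenger miR-48-3p and 10.1 h for its guide miR-48-5p. They lay at 9.13 h for miR-241-5p, the less abundant strand of its precursor, and 8.83 h for miR-241-3p. Among the let-7 family, let-7* at 10 h made up 1.11% of the guide level in lin-28(0) and 0.853% in WT. At 15 h the share was 0.0363% in lin-28(0), and WT gave no count of let-7*.

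Genotypes were swapped within hours in 100 ways, the real labels included, and in each of 7 comparisons 1 of the 100, the real one, gave as many calls. Chance can be excluded only as far as hours are exchangeable, which was not tested for neighbouring hours of a single culture. The real count and the highest of the others were 69 and 26 for any difference, 56 and 2 for the average, 49 and 30 at 0 to 7 h, 7 and 2 at 8 to 15 h, 19 and 6 at 16 to 23 h, 19 and 15 for the change between windows (0 calls without lin-28(0) 1 to 3 h), and 35 and 5 for the rhythm difference.

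The low miR-229-3p in lin-28(0) is the third pattern. A smaller amount of mir-229 precursor is argued against by miR-229-5p, whose average log2 difference was 0.21 upward. Slower development is argued against too, since the difference was -2.35 with the lin-28(0) hours divided by the tempo factor. A strain difference in the counted sequence or in the position of read ends cannot be told apart from a biological change of strand choice or stability, because the difference changed by only -0.027 between 0 to 7 h and 16 to 23 h, with at least 3876 counts per lin-28(0) library, and read positions were not analysed here. A constant loss of that kind may reflect either, and the hypothesis that LIN-28 affects the strands of mir-229 stays untested.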
